# Genome-Wide Transcriptome Analysis Reveals Extensive Alternative Splicing Events in the Protoscoleces of *Echinococcus granulosus* and *Echinococcus multilocularis*

**DOI:** 10.3389/fmicb.2017.00929

**Published:** 2017-05-23

**Authors:** Shuai Liu, Xiaosu Zhou, Lili Hao, Xianyu Piao, Nan Hou, Qijun Chen

**Keywords:** *Echinococcus granulosus*, *Echinococcus multilocularis*, transcriptome, alternative splicing, nextgeneration sequencing

## Abstract

Alternative splicing (AS), as one of the most important topics in the post-genomic era, has been extensively studied in numerous organisms. However, little is known about the prevalence and characteristics of AS in *Echinococcus* species, which can cause significant health problems to humans and domestic animals. Based on high-throughput RNA-sequencing data, we performed a genome-wide survey of AS in two major pathogens of echinococcosis*-Echinococcus granulosus* and *Echinococcus multilocularis*. Our study revealed that the prevalence and characteristics of AS in protoscoleces of the two parasites were generally consistent with each other. A total of 6,826 AS events from 3,774 *E. granulosus* genes and 6,644 AS events from 3,611 *E. multilocularis* genes were identified in protoscolex transcriptomes, indicating that 33–36% of genes were subject to AS in the two parasites. Strikingly, intron retention instead of exon skipping was the predominant type of AS in *Echinococcus* species. Moreover, analysis of the Kyoto Encyclopedia of Genes and Genomes pathway indicated that genes that underwent AS events were significantly enriched in multiple pathways mainly related to metabolism (e.g., purine, fatty acid, galactose, and glycerolipid metabolism), signal transduction (e.g., Jak-STAT, VEGF, Notch, and GnRH signaling pathways), and genetic information processing (e.g., RNA transport and mRNA surveillance pathways). The landscape of AS obtained in this study will not only facilitate future investigations on transcriptome complexity and AS regulation during the life cycle of *Echinococcus* species, but also provide an invaluable resource for future functional and evolutionary studies of AS in platyhelminth parasites.

## Introduction

Cystic echinococcosis and alveolar echinococcosis are potentially fatal chronic and progressive zoonoses affecting humans and domestic animals (Eckert and Deplazes, 2004; Craig and Larrieu, 2006). These diseases are caused by the metacestode larval stage of two related cestodes, *Echinococcus granulosus* and *Echinococcus multilocularis*. The life cycles of both of the parasitic cestodes require intermediate hosts (wild or domesticated ungulates, rodents, and humans are the intermediate hosts for larval parasites), and definitive hosts (domestic dogs, foxes, and other wild carnivores are the definitive hosts for adult parasites). The intermediate hosts are infected by the oral uptake of eggs, which contain oncospheres. Once the eggs are activated within the host’s digestive system, the oncospheres hatch from the eggs, penetrate the intestinal wall, and are carried by the bloodstream to the liver, lungs, or other organs, turning into hydatid cysts filled with fluid and protoscoleces. Protoscoleces, as the key infectious component of the larval stages, can interact with both definitive and intermediate hosts. They can asexually proliferate in intermediate hosts and mature into adult parasites when the hydatid cysts are swallowed by the definitive host (McManus et al., 2003). The parasites have exploited daedal strategies to adapt to the distinct environments of different hosts and to evade host immune responses, yet the concrete mechanisms of these strategies remain poorly understood.

Alternative splicing, as an essential characteristic of eukaryotic gene expression, is a post-transcriptional process that enables one gene to encode two or more mature mRNAs (Nilsen and Graveley, 2010). It plays a key role in the transmission of genetic information from DNA to proteins by expanding the coding capacity of genomes (Naftelberg et al., 2015). Alternative splice products may generate proteins with different structures, sub-cellular localizations, and molecular functions, some of which are putative targets for vaccines or drugs (Keren et al., 2010; Yeoh et al., 2015). Regulation of AS is as important as regulation of transcription to determine cell- and tissue-specific features, normal cell functioning, and responses of eukaryotic cells to external cues (Kornblihtt et al., 2013; Naftelberg et al., 2015). For the parasite, AS may play important roles in the host–parasite interplay through generating alternative isoforms with different functions (Hull and Dlamini, 2014). The discovery of AS giving rise to different isoforms of antigenic proteins seems to be indicative of a further means of immune evasion by the parasite (DeMarco et al., 2010; Hull and Dlamini, 2014).

As one of the next-generation sequencing approaches, RNA-Seq has been applied in numerous studies that have altered our view of the extent and complexity of eukaryotic transcriptomes (Wang et al., 2009; Marguerat and Bahler, 2010). This technique enables researchers to survey the entire transcriptome in a very high-throughput and quantitative manner, which provides inviting information about transcriptional and post-transcriptional gene regulation, and gives unique insight into the variety of transcript structures and processing on a global scale (Mortazavi et al., 2008; Sultan et al., 2008). In particular, RNA-Seq data can be directly used to identify AS events in transcriptomes by searching for sequence reads that span splice junctions, which has dramatically enriched our knowledge of AS in the eukaryotic kingdom (Martin and Wang, 2011; Kornblihtt et al., 2013; Staiger and Brown, 2013; Hull and Dlamini, 2014; Filichkin et al., 2015). Recently, the decoding and availability of the genome sequences of two *Echinococcus* species has proved pivotal for the systematic dissection of the biology of the parasites (Tsai et al., 2013; Zheng et al., 2013). The main obstacle lies in that a precise estimate of AS events cannot be obtained merely based on genomic sequence analysis. As far as we know, deep-sequencing research explicitly related to AS in *Echinococcus* species has not been conducted, even though a few studies focusing on transcriptome profile analyses of *E. granulosus* (Pan et al., 2014) or *E. multilocularis* (Huang et al., 2016) have been reported using next-generation sequencing approaches.

In the present study, we have investigated AS events in protoscolex transcriptomes of both *E. granulosus* and *E. multiloculari*s using a high-throughput RNA-Seq approach. We identified 1000s of AS events in the two parasites, which can be classified into seven splicing patterns. Interestingly, intron retention was found to be the predominant splicing type in protoscoleces. This provides a valuable basis for a more precise, dynamic understanding of the transcriptome in *Echinococcus* species.

## Materials and Methods

### Ethics Statement

All procedures performed on animals in this study were conducted following the animal husbandry guidelines of the Chinese Academy of Medical Sciences and with permission from the Experimental Animal Committee of the Chinese Academy of Medical Sciences with the Ethical Clearance Number IPB-2011-8.

### Parasites

All parasite materials were collected from the Xinjiang Uyghur Autonomous Region, China. For *E. granulosus* transcriptome sequencing, a unilocular cyst was isolated from a sheep liver infected with *E. granulosus*. After rinsing 10 times with normal saline, protoscoleces were aspirated from the hydatid cysts, washed three times with normal saline and then soaked in RNA*later* solution (Ambion, CA, United States); samples were stored at -80°C until total RNA was isolated. Hydatid cysts of *E. multilocularis* were freshly isolated from male gerbils at 5–6 months after infection with *E. multilocularis*. After rinsing with normal saline, the cysts were opened and homogenized to a smooth consistency in 200 ml normal saline. The suspension was successively passed through 40, 80, 140, and 325 mesh metal sieves. The protoscoleces on the 325 mesh metal sieve were collected into a beaker and were washed five times with ice-cold normal saline. The storage method was as above.

### RNA Extraction and Deep Sequencing of mRNA

For mRNA library construction and deep sequencing, total RNA was isolated using an RNeasy Mini kit (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. Potential contaminating genomic DNA was removed from RNA samples using a Turbo DNA-free kit (Ambion, CA, United States). The quantity and integrity of the total RNA was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, United States). Normalized starting quantities of total RNA were used to prepare two biological replicates of Illumina sequencing libraries for each species using a TruSeq^TM^ RNA sample preparation kit (Illumina, San Diego, CA, United States). Following the manufacturer’s instructions, libraries were constructed and sequenced using a paired-end read protocol with 100 bp of data collected per run on an Illumina HiSeq^TM^ 2000 instrument housed at MininGene Biotechnology Co. Ltd, Beijing, China. Data analyses and base calling were performed using the Illumina instrument software.

### mRNA Transcriptome Data Processing and Bioinformatic Analyses

A Perl program was written to remove low-quality reads (more than half of the bases had a quality value less than 5). The retained high-quality reads were mapped to the published genomes of *E. granulosus* (Tsai et al., 2013; Zheng et al., 2013) and *E. multilocularis* (Tsai et al., 2013) by HISAT (Kim et al., 2015), and then assembled with StringTie (Pertea et al., 2015) to construct unique transcript sequences, using the parameters: -g -b -u -o. AS events in a gene were detected by SUPPA (Alamancos et al., 2015). Cuffquant (Trapnell et al., 2010) was used to quantify the expression of genes and transcripts, and the raw expression values were normalized by Cuffnorm. The expression values were calculated for each sample based on the number of fragments per kilobase of exon per million reads mapped. InterPro domain information (Mulder et al., 2003) was annotated by InterProScan (release 53.0) (Zdobnov and Apweiler, 2001) and functional assignments mapped with GO (Harris et al., 2004). WEGO (v3.3) (Ye et al., 2006) was used for GO classification. To obtain an overview of the gene pathway networks, KEGG analysis was performed by comparing the transcripts with the KEGG database (release 58) (Kanehisa et al., 2006) using BLASTX (Altschul et al., 1997; Ouyang et al., 2007) at *E*-values ≤ 1E^-10^. A Perl script was used to retrieve KO information from the BLAST results, and then establish pathway associations between the transcripts and database. A Perl script was written to count the number of total genes and the number of AS genes in a certain functional pathway, then a significant score *P*-value was calculated using the R scripts under hypergeometric distribution. A function pathway with *P*-value < 0.05 was deemed as enrichment in AS genes.

### Verification of AS Events by RT-PCR

To validate AS events experimentally, RT-PCR was performed for eight pairs of homologous genes that underwent different AS types in the two parasites. For each sample, 1 μg total RNA was reverse transcribed into first-strand cDNA using a SuperScript III Reverse Transcriptase kit (Invitrogen, Carlsbad, CA, United States) with oligo(dT)_12-18_ primer. Primers were designed based on the consensus gene sequences of the two parasites, and the primer sequences are listed in Supplementary Table S1. PCR was performed in a 25 μl reaction system using High-Fidelity PCR Master Mix (NEB) and the procedure was as follows: initial denaturation at 98°C for 1 min; 98°C for 10 s, 60°C for 30 s, and 72°C for 30 s, for 35 cycles; and a final extension at 72°C for 5 min. The PCR products were visualized by 1.5% agarose gel electrophoresis analysis.

### Identification and Phylogenetic Analysis of the *Echinococcus* Venom-Allergen-Like Protein (VAL) Gene Family

Using protein sequences of *Schistosoma mansoni* VALs (Chalmers et al., 2008) as query sequences, the initial protein sequences of *Echinococcus* VALs were retrieved from the non-redundant protein sequence database of the National Center for Biotechnology Information by BLASTP search (*E*-value cut-off: 10^-5^). CD-HIT v4.5.4 software^1^ was then used to eliminate redundant protein sequences. All remaining protein sequences were further examined for the presence of SCP/TAPS-representative protein domains by searching the Conserved Domain Database (Marchler-Bauer et al., 2011) of the National Center for Biotechnology Information. A phylogenetic relationship tree was built using the full-length amino acid sequences of *Echinococcus* VALs in the following steps. First, sequences were aligned using ClustalX (Larkin et al., 2007), then they were refined manually, and a phylogenetic tree was finally generated using MEGA 5.0 software (Tamura et al., 2011) by the neighbor-joining method (the bootstrap test was performed with 1000 replicates).

## Results

### Transcriptome Sequencing and Assembly

In this study, a total of 43,509,848 and 44,379,588 high-quality reads (100 bp/read) were obtained from worms of *E. granulosus* and *E. multilocularis*, respectively. Low-quality sequences were removed by a Perl program, and the retained high-quality reads were mapped to the published genomes of *E. granulosus* and *E. multilocularis* to construct unique transcript sequences. 

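Protoscoleces are the larval heads that bud inside the cyst and grow into adult worms once a canid swallows them. For each species, 2 libraries of protoscolex mRNA were sequenced, named replicate 1 and replicate 2, which makes 4 libraries in all. The paper calls them biological replicates and names 1 sheep cyst as the source of the *E. granulosus* material, so the spread between the libraries of this species may be partly technical. The authors' deposited tables list assembled loci of each species with their position on the scaffolds, the reference gene models they carry, their best KEGG hit and their expression in each library as FPKM, the fragments per kilobase of exon scaled to the mapped fragments of the library. FPKM is scaled to exon length and to the depth of a library, so genes of 1 table can be set side by side within limits. The scaling of loci shorter than 200 bp is uncertain. Some longer loci also had extreme values, whose scaling was not examined. A locus of *E. granulosus* of 2009 bp had 1167610 FPKM in replicate 1 and 1542170 FPKM in replicate 2. The submitters' labels name Trizol for the extraction of RNA and the paper an RNeasy kit. The submitters' processing notes name TopHat2 2.0.4, Cufflinks 2.0.2, Cuffdiff and Bowtie, while the methods of the paper name HISAT, StringTie, Cuffquant and Cuffnorm. The loci of these tables have numbers of the form XLOC and not the EG and EM numbers of the paper. The tables of the 2 species were normalized separately, and values of the 2 species are given side by side with no test between them. FPKM values keep no read totals, so the depth of single libraries is not known from them, and the totals per species are those of Table 1. The median FPKM over all loci was 17.0 in replicate 1 and 16.2 in replicate 2 of *E. granulosus*, and 17.1 and 16.0 in those of *E. multilocularis*. Across genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) between the libraries was 0.945 over 11003 loci of *E. granulosus* and 0.889 over 10066 loci of *E. multilocularis* (Spearman correlation, 0.955 and 0.929). The log2 ratio of replicate 1 to replicate 2 had an SD of 0.73 in *E. granulosus* and 1.01 in *E. multilocularis*. For a gene list, the median log2(FPKM + 1) of its genes was placed among the medians of 10000 random lists of the same size from the same table, which permutes the genes. The resulting two-sided permutation p-values were adjusted by the Benjamini-Hochberg method over the 31 lists tested in each species. The tables hold neither transcripts nor splice events, so the number of AS events was not analysed here, and the values describe how strongly the genes were expressed.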

A total of 34,717,856 reads (79.79%) mapped to the *E. granulosus* genome reported by Tsai et al. (2013), 31,156,736 reads (71.61%) mapped to the *E. granulosus* genome reported by Zheng et al. (2013), and 38,882,179 reads (87.61%) mapped to the *E. multilocularis* genome (Tsai et al., 2013) (**Table 1**). Therefore, all the subsequent assemblies of reads and bioinformatics analyses, such as gene annotation and AS events, were based on the first mapping results for *E. granulosus*. 

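In *E. granulosus*, a fatty acid-binding protein of the fabp8 type (XLOC_006248), one of the lipid carriers of a parasite that cannot make its own fatty acids, was expressed at 11315 ± 667 FPKM (SD, n = 2). Other loci with a strand and a KEGG hit among the 20 highest of this species were a locus with a slingshot phosphatase as best hit (XLOC_002281) at 20877 ± 4462 FPKM (SD, n = 2) and hypothetical proteins at 11140 ± 1738 FPKM (XLOC_001092; SD, n = 2) and 9975 ± 2595 FPKM (XLOC_006410; SD, n = 2). The best hit of XLOC_006410 is found at other loci of both species too. Loci are named by their best hit, and whether a level belongs to the gene so named was not tested. Below the 20 highest loci, HSP90AA1 (XLOC_000075), a cytosolic chaperone, had 3541 ± 161 FPKM (SD, n = 2) and elongation factor 1 alpha (XLOC_002576), which brings aminoacyl-tRNA to the ribosome, 3510.3 ± 24.7 FPKM (SD, n = 2). In *E. multilocularis*, such loci among the 20 highest were phosphoenolpyruvate carboxykinase (XLOC_002066), which fixes carbon dioxide in the malate pathway of parasitic worms, at 3019 ± 200.3 FPKM (SD, n = 2), a cyclophilin (XLOC_007460), a peptidyl-prolyl isomerase, at 3056 ± 336 FPKM (SD, n = 2), a fatty acid-binding protein of the fabp3 type (XLOC_003937) at 2979 ± 722 FPKM (SD, n = 2) and a locus annotated as a kinesin (XLOC_008488) at 4335 ± 1143 FPKM (SD, n = 2). A protein disulfide-isomerase locus of *E. multilocularis* (XLOC_000480), which forms disulfide bonds in the endoplasmic reticulum, had 32695 FPKM in replicate 1 and 164 FPKM in replicate 2, so its mean rests on 1 library. The *E. granulosus* table listed 11004 loci, of which 4537 (41.2%) carried a reference gene model and 6467 did not. The *E. multilocularis* table listed 10066 loci, of which 7797 (77.5%) carried a model and 2269 did not. Of the loci without a model, 2025 and 1752 also had no strand, which the assembler takes from splice junctions. Loci of *E. granulosus* that had a strand and no model were expressed at a median of 21.8 FPKM, close to the 19.2 FPKM of loci with a model, and 2843 of these 4442 loci (64.0%) had a KEGG hit. In *E. multilocularis*, the 517 loci with a strand and no model had a median of 2.24 FPKM against 24.1 FPKM for loci with a model, and 58 of them (11.2%) had a KEGG hit. Loci without a strand had medians of 4.77 FPKM in *E. granulosus* and 1.64 FPKM in *E. multilocularis*. Of 1824 pairs of loci whose *E. granulosus* and *E. multilocularis* models bear the same number and which both have a KEGG hit, 683 (37.4%) had the same hit, so the model that an *E. granulosus* locus carries (of those above, XLOC_002281, XLOC_001092, XLOC_006410 and XLOC_002576 carry one) is not used here to name a gene.

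**Figure D1:**
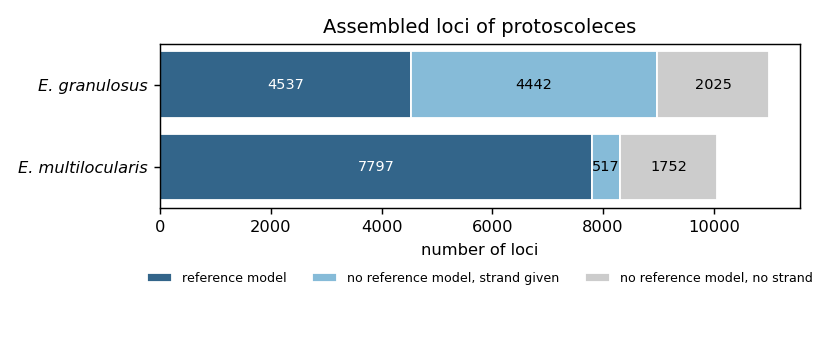
Number of assembled loci of each species, split into loci that carry a reference gene model, loci with a strand and no model, and loci with neither. In *E. granulosus* 4537 loci carry a model and 4442 have a strand and no model, against 7797 and 517 loci in *E. multilocularis*.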

Using the software StringTie, 24,550 (7,925 known and 16,625 novel transcripts) and 23,771 transcripts (8,432 known and 15,339 novel transcripts) were assembled for *E. granulosus* and *E. multilocularis*, respectively, and the assembly yielded 11,330 genes (6,815 known and 4,515 novel genes) for *E. granulosus* and 10,101 genes (7,051 known and 3,050 novel genes) for *E. multilocularis* (**Table 1** and Supplementary Tables S2, S3), compared with the reference genome data. The mean length of transcripts for the two parasites was 2016 and 2086 bp, respectively (**Table 1**). All sequence data has been deposited in the GEO database^2^ with an accession number of GSE59173.

**Table 1:** Summary data of the transcriptome analysis.

Class	*E. granulosus*	*E. multilocularis*
Number of single reads	43,509,848	44,379,588
Number of reads and percentages mapped to genome	34,717,856 (79.79%)^a^	38,882,179 (87.61%)
	31,156,736 (71.61%)^b^	
Assembled genes (loci)	11,330	10,101
Known	6,815	7,051
Novel	4,515	3,050
Assembled transcripts	24,550	23,771
Known	7,925	8,432
Novel	16,625	15,339
Mean length of transcripts	2,016	2,087

^a^*Number of reads and percentage mapped to published *E. granulosus* genome by Tsai et al. (2013). ^b^Number of reads and percentage mapped to published *E. granulosus* genome by Zheng et al. (2013)*.

The sequence reads could be classified into four types: exon, intron, intergenic, and spliced. The proportions of the four sequence types in the *E. granulosus* transcriptome were 56% (exons), 4% (introns), 15% (intergenic), and 25% (spliced) (**Figure 1**). The percentages of exons and introns in the *E. multilocularis* transcriptome were 55 and 3%, which is similar to the *E. granulosus* transcriptome; while the proportions of intergenic and spliced transcripts in the *E. multilocularis* transcriptome were 24 and 18%, which is significantly different from the proportions in the *E. granulosus* transcriptome (**Figure 1**). In our transcriptome database, the total exon lengths for *E. granulosus* and *E. multilocularis* were 22,249,494 bp (19.80% of the genome) and 21,805,251 bp (19.17% of the genome), which were longer than the total exon lengths in the reference genome databases for *E. granulosus* (15,213,358 bp, 13.54%) and *E. multilocularis* (16,112,293 bp, 14.16%) (Tsai et al., 2013).

**FIGURE 1:**
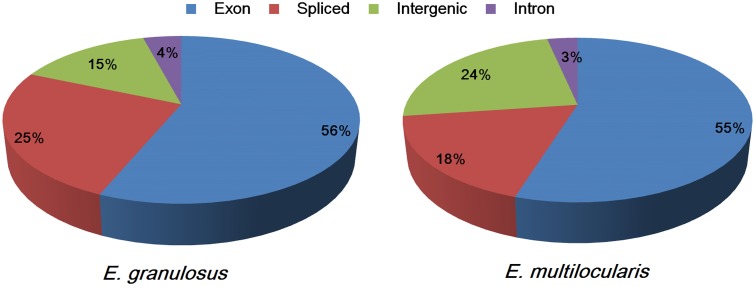
**Proportions of the four types of sequence reads mapping to the genomes of *E. granulosus* and *E. multilocularis***. The percentages of exon (the highest) and intron (the lowest) sequences were similar between the two parasites, whereas the percentages of spliced and intergenic sequences were significantly different between the two parasites.

### A Large Number of AS Events Were Identified in *E. granulosus* and *E. multilocularis*

A total of 6,826 AS events from 3,774 *E. granulosus* genes (33.31%) and 6,644 AS events in 3,611 *E. multilocularis* genes (35.75%) were bioinformatically predicted (**Figure 2A** and Supplementary Tables S4, S5). These AS events could be classified into seven types: intron retention, exon skipping, alternative donor site, alternative acceptor site, alternative first exon, alternative last exon, and mutually exclusive exon. The results showed that the proportions of the seven AS types were similar in *E. granulosus* and *E. multilocularis*. Intron retention (39 and 42%) was the most common AS type, followed by alternative donor site (21 and 17%), alternative acceptor site (17 and 18%), exon skipping (both 16%), and the least common splicing forms were alternative first exon (both 4%), alternative last exon (both 2%), and mutually exclusive exon (both 1%) in the two parasites, *E. granulosus* and *E. multilocularis*, respectively (**Figure 2B** and Supplementary Tables S4, S5).

**FIGURE 2:**
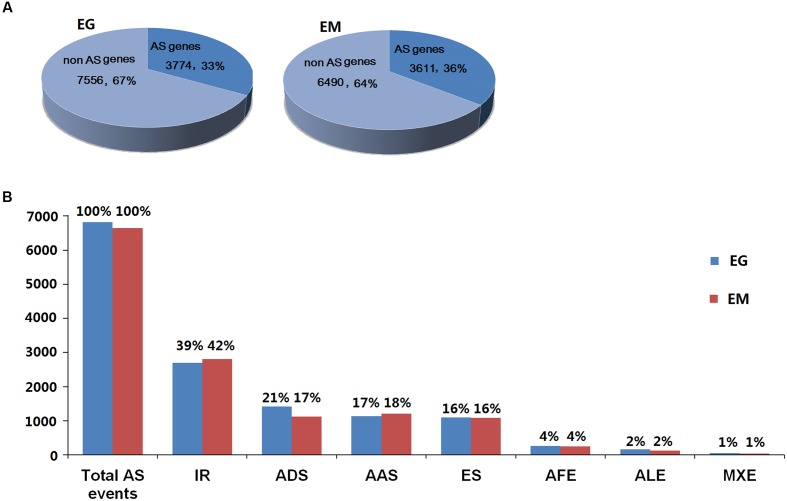
**General information about AS events in *E. granulosus* and *E. multilocularis*. (A)** Prevalence of AS in protoscolex transcriptomes of the two parasites. **(B)** Proportions of the seven types of AS in protoscolex transcriptomes of the two parasites. EG, *E. granulosus*; EM, *E. multilocularis*; IR, intron retention; ADS, alternative donor site; AAS, alternative acceptor site; ES, exon skipping; AFE, alternative first exon; ALE, alternative last exon; MXE, mutually exclusive exon.

### A Panel of AS Events Were Validated by RT-PCR

To validate the AS events predicted by bioinformatic analysis, RT-PCR was carried out on eight pairs of homologous genes producing different types of AS events in the two parasites. 

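The *E. multilocularis* serine/arginine-rich splicing factor (XLOC_003481), an RNA-binding protein of the class that guides splice site choice, was expressed at 87.5 ± 1.75 FPKM (SD, n = 2), above 90.4% of the loci of its table. SEC22 (XLOC_001601), a SNARE protein of vesicle traffic between the endoplasmic reticulum and the Golgi apparatus, was expressed at 64.2 ± 2.83 FPKM (SD, n = 2), above 85.3% of the loci. A pair of hypothetical proteins had 73.0 ± 0.437 FPKM (XLOC_004857; SD, n = 2) and 69.5 ± 1.63 FPKM (XLOC_001573; SD, n = 2). The spread between the libraries of each of these genes was small against the differences between the splicing factor and the others. The locus of the splicing factor lies on scaffold pathogen_EMU_scaffold_007614 from 3680454 to 3681656 on the minus strand of the published *E. multilocularis* genome. In *E. granulosus*, a locus with the same best KEGG hit as the splicing factor (XLOC_008823) was expressed at 50.6 ± 0.851 FPKM (SD, n = 2). It was chosen after its value had been seen, and it carries 2 reference models, whose placement is uncertain in this species. Loci of *E. multilocularis* were found by strand and by the coordinates printed in Figure 3, with no check of the scaffold. The *E. granulosus* coordinates printed there met a locus only for EG.5622 (XLOC_005241), which did not share a best KEGG hit with the *E. multilocularis* locus.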

Four pairs of homologous genes with intron-retention events were serine/arginine-rich splicing factor (EG.4660 and EM.3827), SNARE protein Sec22 (EG.5720 and EM.2557), hypothetical protein (EG.3709 and EM.5622), and hypothetical protein (EG.5720 and EM.2557). 

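Adducin (XLOC_000553), which ties spectrin to actin in the membrane skeleton, was expressed at 137 ± 14.8 FPKM (SD, n = 2) in *E. multilocularis*, above 94.5% of the loci of its table. A heat shock protein 70 gene (XLOC_006666), a chaperone, was expressed at 74.2 ± 3.05 FPKM (SD, n = 2) and peroxidasin (XLOC_005666), an extracellular matrix peroxidase, at 28.5 ± 4.43 FPKM (SD, n = 2). Filamin (XLOC_005499), which cross-links actin filaments, had 50.8 FPKM in replicate 1 and 17.4 FPKM in replicate 2, so its level of 34.1 ± 23.6 FPKM (SD, n = 2) was the least certain of the *E. multilocularis* genes tested by RT-PCR. Adducin was the highest of these genes in both libraries. In *E. granulosus*, loci with the same best KEGG hit, chosen after their values had been seen, were expressed at 355 ± 65.3 FPKM for adducin (XLOC_006900; SD, n = 2), 42.9 ± 1.01 FPKM for peroxidasin (XLOC_009818; SD, n = 2) and 91.2 ± 6.50 FPKM for heat shock protein 70 (XLOC_001123; SD, n = 2), where a locus with this hit on the other strand (XLOC_000410) had 19.3 ± 5.10 FPKM (SD, n = 2). The *E. granulosus* filamin locus (XLOC_000668) had 2.95 ± 0.291 FPKM (SD, n = 2) over a length of 48134 bp, while that of *E. multilocularis* spans 27763 bp. The adducin and filamin loci of *E. granulosus* carry several reference models each and the peroxidasin locus a ribosomal RNA model, while the heat shock protein 70 loci carry none. The coordinates printed in Figure 4 for peroxidasin (EG.9768) met another locus, XLOC_009514, which has no KEGG hit. Which of the peroxidasin loci is the gene tested by RT-PCR was not settled. The levels are those of whole loci and do not tell the isoforms apart.

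**Figure D2:**
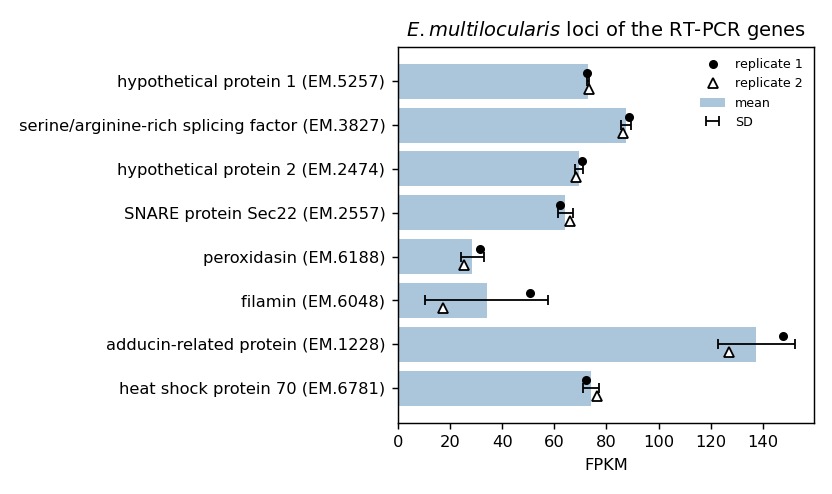
Expression in FPKM of the *E. multilocularis* loci of the genes tested by RT-PCR, with the EM numbers of the paper. Bars show the mean of the 2 libraries, lines the SD, and symbols each library, and the gap between the libraries is widest for filamin, at 50.8 and 17.4 FPKM.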

The other four pairs of homologous genes with exon skipping events were peroxidasin (EG.9768 and EM.6188), filamin (EG.8983 and EM.6048), adducin-related protein (EG.7075 and EM.1228), and heat shock protein 70 (EG.583 and EM.6781). Agarose gel electrophoresis showed that bands corresponding with the predicted AS events could be detected in the RT-PCR products (**Figures 3**, **4**). Notably, some extra bands detected in the RT-PCR products were proved to be additional AS events from the corresponding genes by Sanger sequencing method (**Figures 3**, **4**). The results were indicative that the bioinformatic prediction based on the primary sequencing data was reliable, and additional AS events for some genes, which could not be sequenced nor predicted in the present study, also occurred in the two parasites.

**FIGURE 3:**
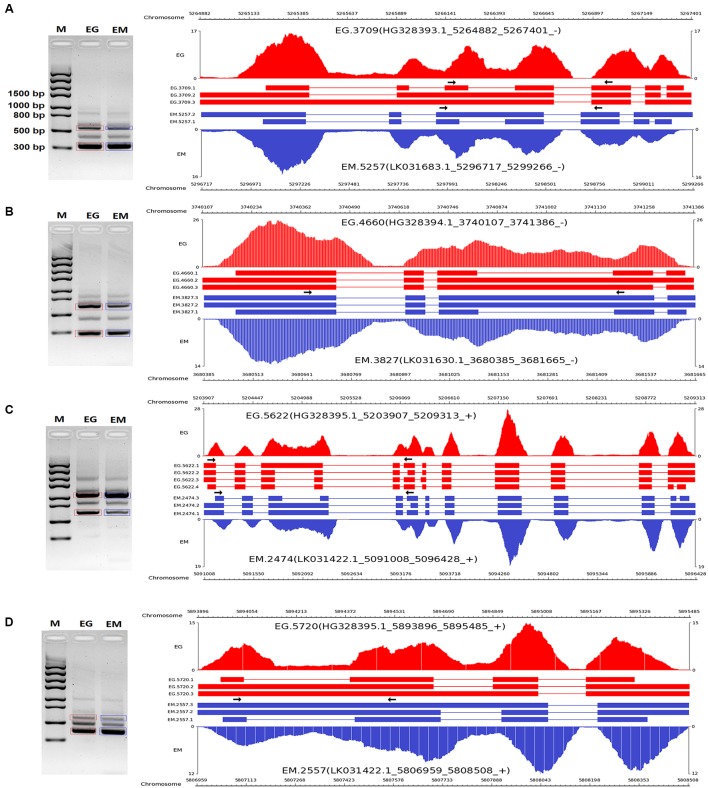
**RT-PCR validation of intron-retention events in *E. granulosus* and *E. multilocularis***. A subset of intron-retention events **(A–D)** in protoscoleces were confirmed by RT-PCR. Paired arrows in the gene frames indicate where primers were designed for each AS event. RT-PCR products were visualized with 1.5% agarose gels. Electrophoretic bands corresponding with predicted AS events in *E. granulosus* and *E. multilocularis* are marked by red and blue boxes, respectively. M, marker; EG, *E. granulosus*; EM, *E. multilocularis*.

**FIGURE 4:**
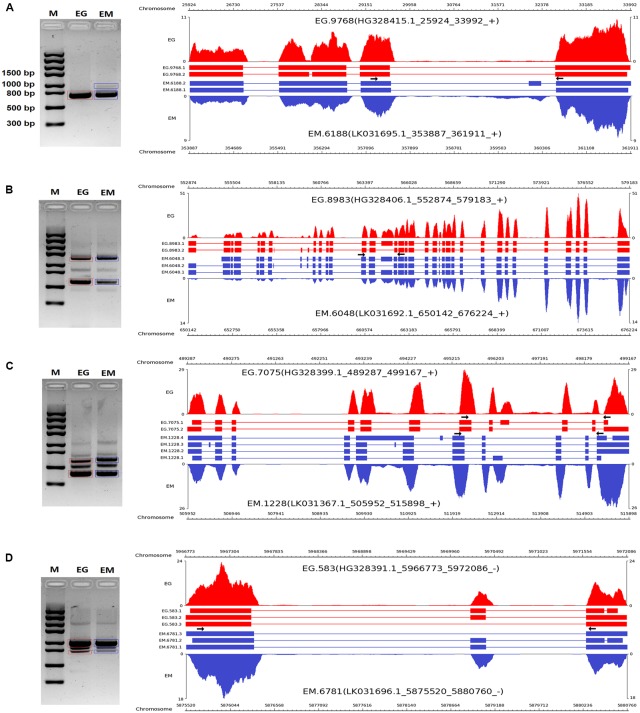
**RT-PCR validation of exon skipping events in *E. granulosus* and *E. multilocularis***. A subset of four exon skipping events **(A–D)** in protoscoleces were confirmed by RT-PCR. Paired arrows in the gene frames indicate where primers were designed for each AS event. RT-PCR products were visualized with 1.5% agarose gels. Electrophoretic bands corresponding with predicted AS events in *E. granulosus* and *E. multilocularis* are marked by red and blue boxes, respectively. M, marker; EG, *E. granulosus*; EM, *E. multilocularis*.

### GO and KEGG Pathway Analyses of AS Genes

Gene Ontology analysis was performed to summarize and explore the functional categories of the genes that underwent AS events in the two parasites. A total of 2,364 AS genes of *E. granulosus* and 2,376 AS genes of *E. multilocularis* were annotated for different GO terms (Supplementary Tables S3, S4). The results showed that the proportions of enriched GO terms for AS genes were globally similar between *E. granulosus* and *E. multilocularis* based on biological process (**Figure 5A**), molecular function (**Figure 5B**), and cellular component (**Figure 5C**). For biological processes, genes with AS events were predominantly enriched in GO terms that were relevant to cellular process and metabolic process. For the molecular function category, the majority of AS genes were annotated with the term binding, followed by the term catalytic activity.

**FIGURE 5:**
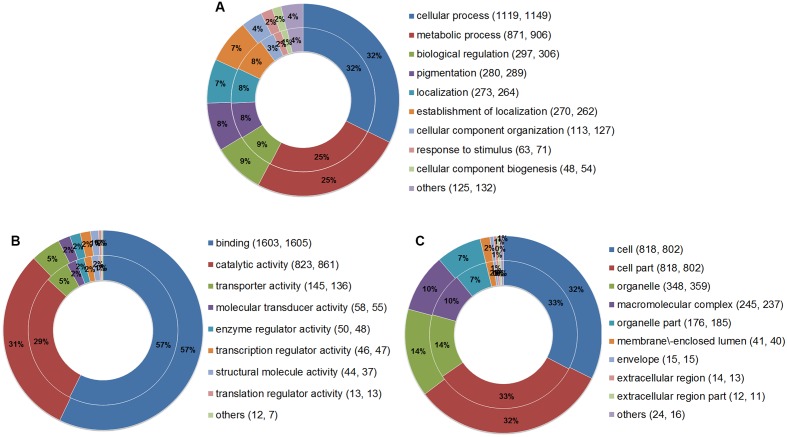
**Comparative GO analysis of genes with AS events between *E. granulosus* and *E. multilocularis***. GO terms were summarized according to three categories: biological process **(A)**, molecular function **(B)**, and cellular component **(C)**. The outer ring represents AS genes of *E. multilocularis*, and the inner ring represents AS genes of *E. granulosus*. Numbers in brackets represent the AS genes of *E. granulosus* and *E. multilocularis* falling into the corresponding GO terms.

Moreover, 1,099 and 1,115 AS genes were annotated for KEGG pathways. The enrichment pathway analysis showed that these genes were significantly enriched in 26 pathways relating to cellular processes, environmental information processing, genetic information processing, metabolism, and organismal systems (*P* < 0.05, **Table 2**). For environmental information processing, the AS genes were mainly enriched in the phosphatidylinositol signaling system, cellular antigens, and Jak-STAT, VEGF, and Notch signaling pathways, suggesting that AS may play important roles in the response to host environmental stress. 

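Genes of VEGF signaling, a receptor pathway known from vertebrate vessel growth, stood above random lists in *E. granulosus*. The median of its 20 genes was 5.47 on the log2(FPKM + 1) scale, at percentile 99.0 of the random lists (adjusted permutation p = 0.0380), and that of 21 genes in *E. multilocularis* was 5.00 (adjusted permutation p = 0.153). The p38 kinase MAPK11 (XLOC_009227), a stress-activated kinase, was expressed at 395 ± 15.5 FPKM (SD, n = 2) in *E. granulosus*, and calcineurin B (XLOC_004212), the regulatory subunit of a calcium-dependent phosphatase, at 134 ± 0.633 FPKM (SD, n = 2). In *E. multilocularis*, calcineurin B (XLOC_003042) had 82.5 ± 10.7 FPKM (SD, n = 2) and a phospholipase A2 (XLOC_003603), which frees fatty acids from phospholipids, 936 ± 181 FPKM (SD, n = 2). Genes of the phosphatidylinositol signaling system had medians of 4.16 over 29 genes in *E. granulosus* (adjusted permutation p = 0.959) and 4.57 over 27 genes in *E. multilocularis* (adjusted permutation p = 0.509). Its highest member was calmodulin, the calcium sensor, with 775 ± 4.97 FPKM in *E. granulosus* (XLOC_004802; SD, n = 2) and 312 ± 37.1 FPKM in *E. multilocularis* (XLOC_004031; SD, n = 2). Jak-STAT genes had medians of 5.63 over 11 genes (adjusted permutation p = 0.0750) and 4.56 over 9 genes (adjusted permutation p = 0.692), with the adaptor Stam at 81.0 ± 9.76 FPKM in *E. granulosus* (XLOC_005854; SD, n = 2) and 75.9 ± 11.3 FPKM in *E. multilocularis* (XLOC_002147; SD, n = 2). Without replicate 2 of *E. granulosus*, the Jak-STAT list passed the threshold (adjusted permutation p = 0.0460, within a range of 0.0460 to 0.512 over the alternatives). Notch genes had medians of 5.05 over 16 genes (adjusted permutation p = 0.186) and 4.51 over 18 genes (adjusted permutation p = 0.650). Presenilin (XLOC_001057), the protease that releases the active part of Notch, was expressed at 688 ± 33.1 FPKM in *E. granulosus* (SD, n = 2) and the Notch ligand Delta (XLOC_006194) at 69.1 ± 3.52 FPKM in *E. multilocularis* (SD, n = 2). Against random lists of genes with a KEGG hit, a background chosen after seeing the data, the VEGF list no longer passed (adjusted permutation p = 0.193, within a range of 0.0285 to 0.193 over the alternatives). Of the *E. granulosus* loci named, those of Stam and presenilin carry reference models, whose placement is uncertain, and which of these genes have AS is not marked in the tables. From the enrichment of AS genes in these pathways, the paper proposes that AS takes part in the response of the parasite to stress from its host.

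**Figure D3:**
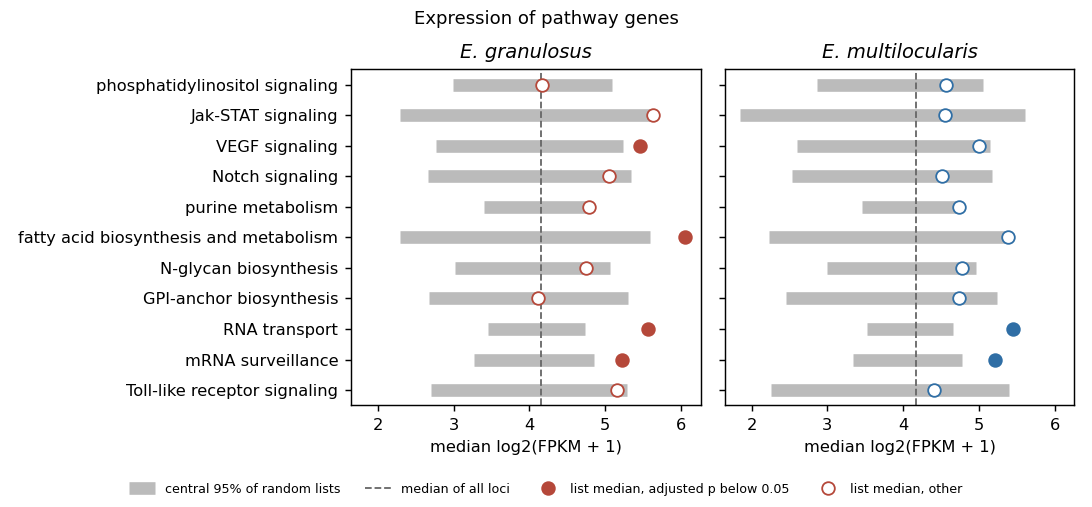
Median log2(FPKM + 1) of the genes of 11 KEGG pathway lists in each species. Grey bars span the central 95% of 10000 random lists of the same size, the dashed line is the median of all loci, and filled circles mark lists with an adjusted p below 0.05. RNA transport and mRNA surveillance are filled in both species, VEGF signaling and the fatty acid list in *E. granulosus* alone.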

For metabolism, the most significantly enriched pathways were involved in purine, fatty acid, galactose, glycerolipid, or *N*-glycan metabolism or biosynthesis. 

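Genes of fatty acid biosynthesis and metabolism had a median log2(FPKM + 1) of 6.05 over 11 genes in *E. granulosus* (adjusted permutation p = 0.0161) and of 5.38 over 12 genes in *E. multilocularis* (adjusted permutation p = 0.0790). Most of the highest members were long-chain acyl-CoA synthetases, which activate fatty acids taken up from the host, such as XLOC_009270 of *E. granulosus* at 115 ± 15.5 FPKM (SD, n = 2) and XLOC_003407 of *E. multilocularis* at 159 ± 12.9 FPKM (SD, n = 2). Purine metabolism had medians of 4.78 over 73 genes in *E. granulosus* (adjusted permutation p = 0.0750) and 4.74 over 75 genes in *E. multilocularis* (adjusted permutation p = 0.0790). Its highest member in each species was a nucleoside diphosphate kinase of the NME1 type, with 695 and 385 FPKM in the libraries of *E. granulosus* (XLOC_005722) and 780.1 ± 100.5 FPKM in *E. multilocularis* (XLOC_009244; SD, n = 2). The purine salvage enzyme hypoxanthine-guanine phosphoribosyltransferase (XLOC_005819) was expressed at 367 ± 63.5 FPKM in *E. multilocularis* (SD, n = 2). N-glycan biosynthesis had medians of 4.74 over 30 genes (adjusted permutation p = 0.262) and 4.78 over 32 genes (adjusted permutation p = 0.197), and GPI-anchor biosynthesis 4.11 over 19 genes (adjusted permutation p = 0.959) and 4.74 over 17 genes (adjusted permutation p = 0.450). Dolichol-phosphate mannosyltransferase, which supplies mannose to both of these pathways, was expressed at 348 ± 15.0 FPKM in *E. granulosus* (XLOC_001322; SD, n = 2) and 85.9 ± 15.8 FPKM in *E. multilocularis* (XLOC_006861; SD, n = 2). Galactose metabolism held 22 and 20 genes and glycerolipid metabolism 22 and 20 genes, in *E. granulosus* and *E. multilocularis* in that order. The fatty acid list of *E. granulosus* no longer passed against random lists of genes with a KEGG hit (adjusted permutation p = 0.0576) or with only the loci without a reference model (4 genes, adjusted permutation p = 0.277), both tried after seeing the data, within a range of 0.0161 to 0.277 over the alternatives. The purine list passed without replicate 2 of *E. granulosus* (adjusted permutation p = 0.0403) and without replicate 1 of *E. multilocularis* (adjusted permutation p = 0.0331), within ranges of 0.0403 to 0.939 and 0.0331 to 0.935 over the alternatives.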

For genetic information processing, the enriched AS genes were grouped mainly in basal transcription factors, RNA transport, and the mRNA surveillance pathway. 

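RNA transport was expressed above random lists in both species. The median log2(FPKM + 1) was 5.57 over 83 genes in *E. granulosus* (adjusted permutation p = 6.9e-04) and 5.45 over 88 genes in *E. multilocularis* (adjusted permutation p = 5.6e-04), and both rest on a raw p of 2.0e-04, the smallest that 10000 random lists can give. Ran, the GTPase that drives traffic through the nuclear pore, was expressed at 313 ± 31.0 FPKM in *E. granulosus* (XLOC_007226; SD, n = 2) and at 289 ± 34.3 FPKM in *E. multilocularis* (XLOC_000643; SD, n = 2). The translation initiation factor eIF-1 (XLOC_009186), at a locus with a reference model, had 639.7 ± 23.6 FPKM in *E. granulosus* (SD, n = 2), and the protein modifier SUMO (XLOC_009707) had 309 ± 67.1 FPKM in *E. multilocularis* (SD, n = 2). Elongation factor 1 alpha, which KEGG places in this pathway, was the highest member in *E. multilocularis* with 1738 ± 289 FPKM (XLOC_008360; SD, n = 2). The tables hold 33 genes of basal transcription factors in *E. granulosus* and 24 in *E. multilocularis*, and no list of them was tested.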

For organismal systems, the significant enrichment of AS genes included those relating to development (osteoclast differentiation), the immune system (Fc epsilon RI, T cell receptor, and Toll-like receptor signaling pathway), and the endocrine system (GnRH signaling pathway) (**Table 2**). 

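Genes of Toll-like receptor signaling, a route by which animal cells answer microbes, had a median log2(FPKM + 1) of 5.15 over 18 genes in *E. granulosus* (adjusted permutation p = 0.134) and of 4.40 over 13 genes in *E. multilocularis* (adjusted permutation p = 0.742), which did not pass the test against random lists. Its members with high levels were kinases that several pathways share. A p38 kinase (XLOC_000095) was expressed at 301 ± 3.75 FPKM (SD, n = 2) in *E. granulosus*, and the c-Jun N-terminal kinase (XLOC_001179) at 84.4 ± 5.73 FPKM (SD, n = 2) in *E. multilocularis*. MKK4, the kinase that activates both of these, had 97.6 ± 7.12 FPKM in *E. granulosus* (XLOC_005712; SD, n = 2) and 63.8 ± 0.784 FPKM in *E. multilocularis* (XLOC_009234; SD, n = 2). The tables hold 18 genes of osteoclast differentiation in *E. granulosus* and 12 in *E. multilocularis*, 20 and 13 of Fc epsilon RI signaling, 25 and 24 of T cell receptor signaling, and 27 and 25 of GnRH signaling. Over the 26 pathways of Table 2 together, 489 genes of *E. granulosus* had a median of 31.6 FPKM, and 486 of them had at least 1 FPKM. The 483 such genes of *E. multilocularis* had a median of 29.8 FPKM, with 480 at 1 FPKM or more. With only the *E. granulosus* loci that carry no reference model, tried after seeing the data, the Toll-like receptor list passed the threshold over 10 genes (percentile 99.6, adjusted permutation p = 0.0185, within a range of 0.0185 to 0.527 over the alternatives).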

Further experimental verification is necessary to clarify the biological regulation mechanisms of these AS events in *Echinococcus* species.

**Table 2:** Pathway enrichment analysis of AS genes in *E. granulosus* and *E. multilocularis*.

Pathway ID	Description	*E. granulosus*		*P*-value	*E. multilocularis*		*P*-value
		All genes	AS genes		All genes	AS genes	
**Cellular processes**							

ko04111	Cell cycle – yeast	45	22	2.16E - 02	50	31	1.67E - 04

ko04113	Meiosis – yeast	40	21	9.36E - 03	46	25	8.56E - 03

**Environmental information processing**							
ko04070	Phosphatidylinositol signaling system	25	16	1.62E - 03	26	22	4.90E - 07
ko04630	Jak-STAT signaling pathway	12	9	3.82E - 03	11	8	1.50E - 02

ko04370	VEGF signaling pathway	22	13	1.15E - 02	23	15	4.24E - 03

ko04330	Notch signaling pathway	15	9	3.06E - 02	13	10	3.26E - 03

ko04090	Cellular antigens	29	15	3.08E - 02	28	18	2.22E - 03

**Genetic information processing**							
ko03022	Basal transcription factors	26	14	2.45E - 02	25	17	1.17E - 03
ko03015	mRNA surveillance pathway	55	30	9.30E - 04	53	31	7.20E - 04
ko03013	RNA transport	92	48	1.38E - 04	87	47	4.58E - 04
**Metabolism**							
ko00510	*N*-glycan biosynthesis	30	20	1.88E - 04	30	23	6.78E - 06
ko00562	Inositol phosphate metabolism	20	13	3.67E - 03	20	18	8.70E - 07
ko00513	Various types of *N*-glycan biosynthesis	26	18	1.92E - 04	23	17	2.47E - 04
ko00071	Fatty acid metabolism	10	7	1.95E - 02	10	7	3.09E - 02
ko00280	Leucine and isoleucine degradation	7	6	6.82E - 03	8	6	2.96E - 02
ko00052	Galactose metabolism	19	11	2.38E - 02	19	11	4.33E - 02
ko00640	Propanoate metabolism	12	9	3.82E - 03	13	9	1.56E - 02
ko00563	GPI-anchor biosynthesis	17	11	7.92E - 03	16	10	2.85E - 02
ko00061	Fatty acid biosynthesis	3	3	3.69E - 02	3	3	4.70E - 02
ko00561	Glycerolipid metabolism	18	13	8.38E - 04	20	13	8.04E - 03
ko00230	Purine metabolism	84	41	2.26E - 03	86	41	1.77E - 02
**Organismal systems**							
ko04380	Osteoclast differentiation	17	11	7.92E - 03	16	10	2.85E - 02
ko04664	Fc epsilon RI signaling pathway	17	10	2.71E - 02	16	11	8.04E - 03
ko04912	GnRH signaling pathway	26	13	4.78E - 02	31	17	2.52E - 02
ko04660	T cell receptor signaling pathway	31	17	1.09E - 02	31	18	1.03E - 02
ko04620	Toll-like receptor signaling pathway	14	10	4.00E - 03	14	10	7.72E - 03

### Sequence Conservation Analysis of *Echinococcus* AS Genes

Using AS gene sequences of *E. multilocularis* as the query database, we performed a BLASTX search to retrieve homologous genes in the following five organisms: *E*. *granulosus*, *S*. *japonicum, S*. *mansoni, Caenorhabditis elegan*, and *Homo sapiens*. A total of 3389 of *E. multilocularis* AS genes were identified as having homologous genes in the five organisms. Venn diagram analysis showed that there were three major groups of *E. multilocularis* AS genes: group I (conserved genes, 158 genes) (**Figure 6A** and Supplementary Table S6), for which homologous genes could be retrieved in all five organisms; group II (Platyhelminthes genes, 300 genes) (**Figure 6A** and Supplementary Table S7), for which homologous genes could only be retrieved in *E. granulosus*, *S. japonicum*, and *S. mansoni*; and group III (Cestoidea genes, 2360 genes) (**Figure 6A** and Supplementary Table S8), for which homologous genes could only be retrieved in *E*. *granulosus*. Moreover, the percentages of *E. granulosus* genes with AS events from the three groups were compared to investigate whether AS events were related to their gene sequence conservation. In group I, 63.3% of *E. granulosus* homologs with AS events were identified, which was lower than the percentages for group II (66.7%), and group III (67.8%) (**Figure 6B**). Meanwhile, we compared the proportions of *S. japonicum* genes with AS events from group I and group II using our published *S. japonicum* transcriptome data (Piao et al., 2014). The percentage of *S. japonicum* homologs with AS events in group I (67.1%) was lower than the percentage in group II (73.0%) (**Figure 6C**). The representative homologous gene pairs with AS events from the three groups are listed in **Table 3**.

**FIGURE 6:**
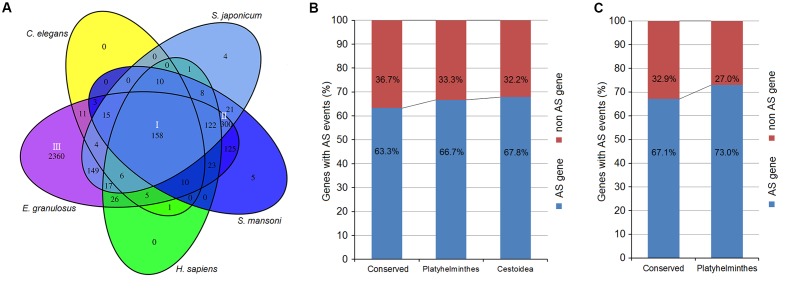
**Sequence conservation analysis of *Echinococcus* AS genes. (A)** Venn diagram of *Echinococcus* AS genes with homologous genes in the five organisms. **(B)** The percentages of *E. granulosus* genes with AS events from the three groups. **(C)** The percentages of *S. japonicum* genes with AS events from groups I and II.

**Table 3:** Representative homologous gene pairs with AS events from groups I, II, and III.

				AS								
Group	EG^a^ gene	EM gene	Annotation	AAS	ADS	AFE	ALE	MXE	IR	ES
I	EG.664	EM.6854	Serine/threonine protein kinase						+/•^b^	
	EG.5998	EM.9833	Similar to β-tubulin	+	+/•	+/•			+/•	•
	EG.7097	EM.1247	Dynamin	+	+/•				+/•	+/•
	EG.3316	EM.4881	Vacuolar proton ATPases	+/•	+			+	+/•	•
	EG.1088	EM.7236	Pre-mRNA-splicing factor CLF1		•				+	
	EG.665	EM.6855	Phospholipase C	+	+			+/•	+	+/•
	EG.5106	EM.4247	Multiple ankyrin repeats single KH domain protein	+/•					•	+/•
	EG.5383	EM.2230	*N*-Acetyltransferase 10	+			•		+/•	
	EG.3284	EM.4849	Developmentally regulated GTP-binding protein 2		+				+/•	
	EG.9830	EM.6246	Eukaryotic translation initiation factor 2c		+				+/•	
II	EG.9768	EM.6188	Peroxidasin						+	•
	EG.8983	EM.6048	Filamin							+/•
	EG.7075	EM.1228	Adducin-related protein						•	+/•
	EG.4660	EM.3827	Serine/arginine rich splicing factor						+/•	
	EG.5720	EM.2557	SNARE protein Sec22						+/•	
	EG.2713	EM.8982	Voltage-dependent calcium channel	+/•	+/•	•			+/•	+/•
	EG.215	EM.6429	Hypothetical protein		+/•					
	EG.3215	EM.9455	Aspartyl aminopeptidase	•		+			+/•	+/•
	EG.8105	EM.327	Venom allergen-like protein		+				+/•	
	EG.4029	EM.5528	Hypothetical protein			+/•		+/•		•
III	EG.583	EM.6781	Heat shock protein 70							+/•
	EG.10583	EM.149	Acyl-CoA dehydrogenase 9		+/•				+/•	
	EG.3709	EM.5622	Hypothetical protein						+/•	
	EG.5622	EM2474	Hypothetical protein		+/•				+/•	
	EG.1536	EM7652	Hypothetical protein						+	+/•
	EG.8356	EM581	Tegument antigen						•	+/•
	EG.7014	EM.1953	PDZ domain-containing protein GIPC3-like		•				+	+/•
	EG.1931	EM.8226	Hypothetical protein	+/•	+/•	+		•	+/•	+/•
	EG.2541	EM.8817	Transmembrane protein 144		•				+/•	+
	EG.2553	EM.8828	Tetraspanin		+				•	

^a^*EG, *E. granulosus*; EM, *E. multilocularis*; AAS, alternative acceptor site; ADS, alternative donor site; AFE, alternative first exon; ALE, alternative last exon; MXE, mutually exclusive exon; IR, intron retention; ES, exon skipping. ^b^+ represents an AS event in *E. granulosus* and • represents an AS event in E. multilocularis*.

### Phylogenetic Relationship and AS Analyses of the *Echinococcus* VAL Gene Family

The VAL genes are members of the sperm-coating protein/Tpx-1/Ag5/PR-1/Sc7 (SCP/TAPS) superfamily, which may be important for chronic host/parasite interactions (Chalmers et al., 2008; Farias et al., 2012). It has been found that members of the VAL family exhibit multiple expression patterns and AS in the life cycle of *S. mansoni* (Chalmers et al., 2008) and *S. japonicum* (Liu et al., 2015). Based on the genome databases of the two species, we identified 22 *E. granulosus* VALs and 19 *E. multilocularis* VALs with complete SCP/TAPS domains. Next, a phylogenetic tree was reconstructed to examine the phylogenetic relationships among VALs in the two *Echinococcus* species. The result showed that the *Echinococcus* VAL family was divided into three major groups, and the majority of genes had homologous counterparts between the two *Echinococcus* species (**Figure 7**). Using these nucleotide sequences of *Echinococcus* VALs as query sequences, local BLASTN searches were performed to identify the corresponding mRNA sequences in our RNA-Seq data. Nine *E. granulosus* VALs and nine *E. multilocularis* VALs were proved to be transcribed in protoscoleces (**Figure 7**), and the others may be expressed in other developmental stages or the amount of their transcription was too low to be detected by our study. 

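In *E. granulosus*, 4 VAL loci were found and all of them had FPKM above 0 in both libraries. The highest was XLOC_000282 at 192 ± 10.3 FPKM (SD, n = 2), followed by a locus similar to peptidase inhibitor 16 (XLOC_008231) at 25.2 ± 6.86 FPKM (SD, n = 2) and by the SmVAL13 type (XLOC_009698) at 19.3 ± 4.96 FPKM (SD, n = 2), while XLOC_008230 had 3.39 ± 0.304 FPKM (SD, n = 2). VALs are proteins of the SCP/TAPS family, and the SmVAL names are those of the closest *S. mansoni* member. In *E. multilocularis*, 10 VAL loci were found, of which 9 had FPKM above 0 in both libraries and 8 a mean of at least 1 FPKM. The highest was XLOC_005855, which shares its best KEGG hit with XLOC_000282 of *E. granulosus*, at 68.4 ± 28.2 FPKM (SD, n = 2). The SmVAL11 type (XLOC_009729) had 12.0 ± 1.85 FPKM (SD, n = 2), the SmVAL16 type (XLOC_005766) 10.6 ± 1.69 FPKM (SD, n = 2), the SmVAL13 type (XLOC_002671) 7.33 ± 0.254 FPKM (SD, n = 2), and the SmVAL17 type (XLOC_002683) 6.85 and 3.25 FPKM in the libraries. The lowest (XLOC_010005) was listed at 0 in replicate 1 and had 0.405 FPKM in replicate 2. The median over the VAL loci was 22.2 FPKM in *E. granulosus* and 4.19 FPKM in *E. multilocularis*, so in *E. multilocularis* most of them lay below the median locus of replicate 1. Loci were taken as VAL by the words of the SCP/TAPS family in their name or domain annotation, not by a search with the genome sequences of the VALs. XLOC_008230 and XLOC_009698 carry reference models, whose placement is uncertain in *E. granulosus*. For VALs that it did not find in its data, the paper proposes expression in other developmental stages or transcription too low to be detected.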

Interestingly, AS transcripts of *E. granulosus* VALs (CDS24051.1 and CDS22593.1) and the *E. multilocularis* VAL (CDS35801.1) from group II were discovered in our RNA-Seq data (**Figure 7**). Therefore, AS events may be ubiquitous in the VAL family of parasitic platyhelminths, and is well worth further study.

**FIGURE 7:**
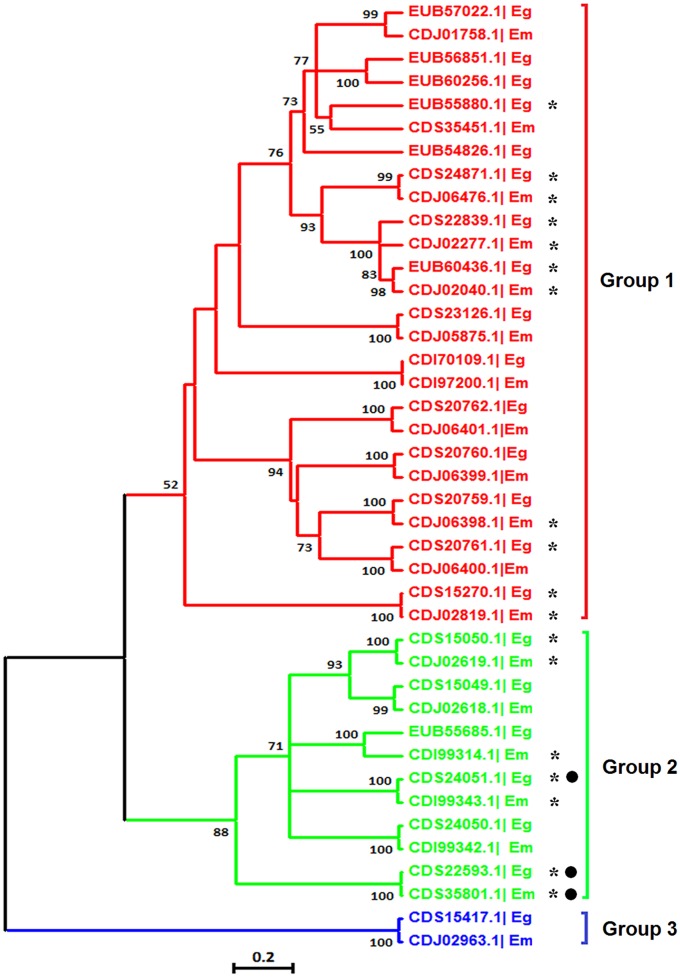
**Molecular phylogenetic relationship of the VAL gene family of *E. granulosus* and *E. multilocularis***. The tree was divided into three phylogenetic groups and the bootstrap values (more than 50) are shown at the nodes. Asterisks represent genes transcribed in protoscoleces and black dots represent genes with AS. Eg, *E. granulosus*; Em, *E. multilocularis*.

## Discussion

As one of major fields of enquiry in the post-genomic era, AS has been investigated in an increasing number of species over the past decade (Kalsotra and Cooper, 2011; Filichkin et al., 2015; Lunghi et al., 2016). It has been shown that AS plays a crucial role in enhancing transcriptomic and proteomic diversity, and its prevalence and characteristics vary considerably at many different levels, such as in species, tissues, and developmental stage (Kornblihtt et al., 2013). In this study, to the best of our knowledge, we have presented for the first time, a genome-wide analysis of AS events in protoscolex transcriptomes of *E. granulosus* and *E. multilocularis.* We found that approximately 33–36% of genes in the two *Echinococcus* species underwent AS events. This result is close to the AS percentage in *S. japonicum* (35%) (Piao et al., 2014) and *Drosophila melanogaster* (31%) (Graveley et al., 2011), and higher than the percentages in *Danio rerio* (17%) (Lu et al., 2010) and *C. elegans* (25%) (Ramani et al., 2011), but far below the percentage in *H. sapiens* (over 90%) (Pan et al., 2008; Wang et al., 2008). It is known that AS within the same species can be affected by developmental stage, tissue type, and growth conditions. Indeed, a higher AS percentage was obtained in schistosomulum and adult stages of *S. japonicum* (Wang et al., 2015), compared with the AS percentage in the adult stage only (Piao et al., 2014). Our estimate of AS events in *Echinococcus* species could be underestimated, since the parasite experiences several distinct environments during its complex life cycle, yet we only sequenced samples for one stage. We would expect a higher AS percentage to be observed in *Echinococcus* species when more developmental stages (such as adult, egg, and oncosphere) are analyzed.

Alternative splicing events can be commonly classified into seven types: intron retention, exon skipping, alternative donor site, alternative acceptor site, alternative first exon, alternative last exon, and mutually exclusive exon (Black, 2003). Previous studies have revealed that exon skipping, alternative donor site, alternative acceptor site, and intron retention are the four basic AS types (Nilsen and Graveley, 2010), and the overall AS patterns vary across species, tissue types, and developmental stages (Wang et al., 2008; Gibilisco et al., 2016). Exon skipping is thought to be the most prevalent AS type in animals, whereas intron retention represents the most common AS form in plants and unicellular eukaryotes (Barbazuk et al., 2008). Unexceptionally, the four major types of AS covered the vast majority of AS events in this study. Intron retention is a process by which specific introns, or fragments thereof, remain unspliced in polyadenylated transcripts. It is noteworthy that intron retention, but not exon skipping, was the predominant AS type in protoscoleces based on our high-coverage poly(A)^+^ RNA-Seq data. The advent of new sequencing technologies and algorithms is providing growing evidence that intron retention is a universal mechanism common to many eukaryotic organisms (Lunghi et al., 2016). By applying a new pipeline for intron-retention detection to high-coverage poly(A)^+^ RNA-Seq data, Braunschweig et al. (2014) found that intron retention is far more frequent in mammals than previously believed, affecting transcripts from as many as three-quarters of intron-containing genes. Meanwhile, previous studies have shown that intron retention is developmentally regulated and specific to the developmental phase or tissue (Boothby et al., 2013; Wang et al., 2016). In a study by Dvinge and Bradley (2015), it was found that an increase in retained introns is common in most cancer transcriptomes affecting genes involved in RNA processing and nuclear export. Moreover, the identification of increasing numbers of regulated intron-retention events in multi-stage unicellular parasites and plants suggests that these mechanisms can facilitate adaptation to acute host environmental changes, or duly supply key molecules to invade and exploit different ecological niches (Filichkin et al., 2015; Lunghi et al., 2016). The amazingly high frequency of intron retention in protoscoleces of *Echinococcus* species revealed that intron retention may play crucial roles in the development of the parasite and in host–parasite interaction. It will be fascinating to investigate the diversity of AS occurring in different developmental stages of *Echinococcus* species in the future. Deeper mechanistic research of intron retention will provide novel insight into its role in regulating gene expression during the life cycle of the parasites. Intron-retention mechanisms deserve to be elevated from paltry biological events to key elements that facilitate the functional tuning of cells, tissues or even developmental stages of numerous eukaryotes, especially for animals.

Gene Ontology analysis was performed to summarize and explore the functional categories of AS genes identified in this study. The results indicated that the proportions of enriched GO categories between the two parasites were generally consistent with each other in this study. Meanwhile, the KEGG pathway enrichment analysis showed that these AS genes tended to be enriched in multiple pathways, such as numerous metabolic pathways (e.g., purine, fatty acid, galactose, and glycerolipid metabolism) and key signaling pathways (e.g., Jak-STAT, VEGF, Notch, and GnRH signaling pathways). Interestingly, we found that 30 genes that underwent AS events were significantly enriched in mRNA surveillance pathways (*P* < 0.001), which are utilized by organisms to ensure the quality and fidelity of mRNA. 

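Genes of the mRNA surveillance pathway were expressed above random lists in both species. The median log2(FPKM + 1) was 5.22 over 55 genes in *E. granulosus*, at percentile 99.9 of the random lists (adjusted permutation p = 0.00668), and 5.21 over 56 genes in *E. multilocularis* (adjusted permutation p = 0.00103). RNA-binding protein 8A, a core protein of the exon junction complex that marks spliced mRNA, was expressed at 211 ± 32.8 FPKM in *E. granulosus* (XLOC_002981; SD, n = 2) and at 129.7 ± 10.7 FPKM in *E. multilocularis* (XLOC_008760; SD, n = 2). In *E. granulosus*, a gene of the termination factor type that helps ribosomes stop at stop codons (XLOC_009211) had 375 and 610 FPKM in the libraries, and a regulatory subunit of protein phosphatase 2A (XLOC_002404) had 1555 ± 129.7 FPKM (SD, n = 2). In *E. multilocularis*, the helicase UAP56 (XLOC_003925), which loads export factors on mRNA, was expressed at 439.9 ± 11.2 FPKM (SD, n = 2), and THO complex subunit 4 (XLOC_000416), which works with it, at 111 ± 8.31 FPKM (SD, n = 2). All *E. granulosus* loci named here carry reference models, whose placement is uncertain, and over the 17 genes at loci without one the list no longer passed (adjusted permutation p = 0.0999). Against random lists of genes with a KEGG hit, the list passed in neither species (adjusted permutation p = 0.187 and 0.109). Both of these settings were tried after seeing the data, and the alternatives ranged from 0.00143 to 0.187 in *E. granulosus* and from 5.6e-04 to 0.109 in *E. multilocularis*.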

As one of the well-known mRNA surveillance pathways (Lykke-Andersen and Jensen, 2015), the NMD pathway not only targets mRNAs containing premature termination codons for degradation, but also plays a key role in the regulation of physiological gene expression (Chang et al., 2007; Fatscher et al., 2015; Hug et al., 2016). Studies by Filichkin et al. (2010) and Sorber et al. (2011) are suggestive that a proportion of premature termination codon-containing transcripts generated by AS events may either produce truncated protein isoforms or tune gene expression post-transcriptionally by the NMD pathway. Although this highly conserved pathway has been reported in numerous eukaryotes, the NMD pathway has yet to be shown in *Echinococcus* species. 

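UPF1, the RNA helicase at the centre of the NMD pathway, was expressed at 39.2 ± 0.354 FPKM in *E. granulosus* (XLOC_002246; SD, n = 2) and 26.0 ± 4.70 FPKM in *E. multilocularis* (XLOC_008038; SD, n = 2). UPF3, which links UPF1 to the exon junction complex, had 63.1 ± 3.16 FPKM in *E. granulosus* (XLOC_003774; SD, n = 2) and 41.5 ± 1.09 FPKM in *E. multilocularis* (XLOC_004866; SD, n = 2). UPF2, which bridges UPF1 and UPF3, had 52.2 ± 9.86 FPKM in *E. multilocularis* (XLOC_006389; SD, n = 2), but 1.53 and 3.98 FPKM in the libraries of *E. granulosus* (XLOC_000821). This *E. granulosus* locus is 22228 bp long and carries 2 reference models, whose placement is uncertain, against 17550 bp in *E. multilocularis*. SMG1, the kinase that phosphorylates UPF1, was near 1 FPKM in both species, with 1.12 ± 0.00909 FPKM in *E. granulosus* (XLOC_004603; SD, n = 2) and 1.49 ± 0.0356 FPKM in *E. multilocularis* (XLOC_003400; SD, n = 2). SMG5, which binds phosphorylated UPF1, had 60.1 ± 3.66 FPKM in *E. granulosus* (XLOC_001207; SD, n = 2) and 62.0 ± 5.21 FPKM in *E. multilocularis* (XLOC_006752; SD, n = 2). SMG6, an endonuclease that cuts the targeted mRNA, had 16.1 ± 5.27 FPKM in *E. granulosus* (XLOC_000551; SD, n = 2) and 32.0 ± 5.36 FPKM in *E. multilocularis* (XLOC_006124; SD, n = 2). Genes were taken by the KEGG orthologue in the annotation of the loci, and the *E. granulosus* loci of the SMG genes also carry reference models.

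**Figure D4:**
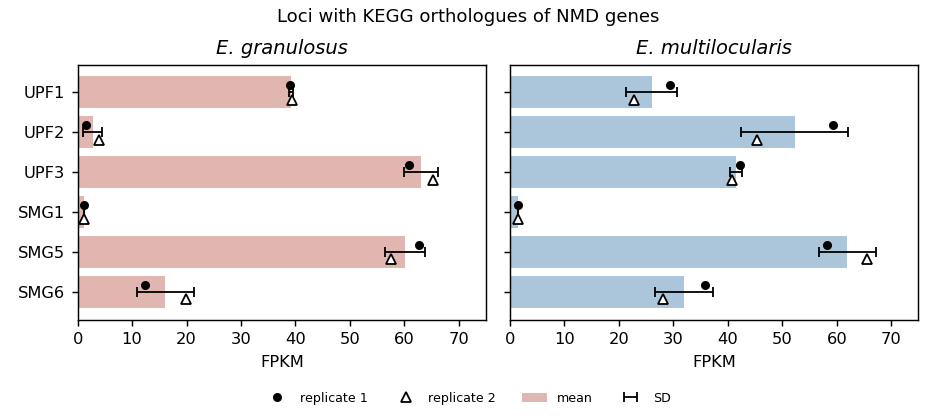
Expression in FPKM of loci annotated with KEGG orthologues of NMD genes in protoscoleces of each species. Bars show the mean of the 2 libraries, lines the SD and symbols each library, and UPF2 lies at 52.2 FPKM in *E. multilocularis* and at 1.53 and 3.98 FPKM in the libraries of *E. granulosus*.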

Using human core members (UPF1, UPF2, and UPF3) of the NMD pathway as query sequences, we identified homologs to all three in the genomes of *E. granulosus* (CDS17643.1, CDS16560.1, and CDS18511.1) (Tsai et al., 2013; Zheng et al., 2013) and *E. multilocularis* (CDS42690.1, CDS41342.1, and CUT99229.1) (Tsai et al., 2013), suggesting the NMD pathway exists in *Echinococcus* species.

## Conclusion

We have performed what is, to the best of our knowledge, the first genome-wide survey of AS events in *Echinococcus* species using a next-generation sequencing technology. We found that the AS prevalence was about 33–36%, and intron retention was the predominant AS type in the protoscolex transcriptomes of *E. granulosus* and *E. multilocularis*. Genes that underwent AS events were significantly enriched in dozens of pathways mainly related to metabolism, signal transduction, and genetic information processing. These results will not only significantly improve the re-annotation of *Echinococcus* genomes, but also provide an invaluable resource for future functional and evolutionary studies of AS in the platyhelminth parasites.

## Author Contributions

Experiments were conceived and designed by SL and QC. Experiments were performed by XZ, SL, LH, XP, and NH. Data was analyzed by SL and XZ. The paper was written by SL, XZ, and QC.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.bioinformatics.org/cd-hit/

2 http://www.ncbi.nlm.nih.gov/geo/info/linking.html

## Abbreviations

AS: alternative splicing
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
NMD: nonsense-mediated mRNA decay
RNA-Seq: RNA-sequencing.

How the deposited data were processed for this re-analysis (not part of the article)

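Messenger RNA of protoscoleces was measured in 4 libraries, 2 of *E. granulosus* and 2 of *E. multilocularis*, and small RNA in 4 further libraries, 2 per species. The libraries are mapped to species and replicate by the submitters' labels and the column names, and no per-sample column was left unmapped. The authors assembled 1 set of loci per species and deposited, for each locus, FPKM values of both mRNA libraries, made with Cufflinks 2.0.2 after mapping with TopHat2 2.0.4, as the submitters' processing notes name the tools. The genome build and the settings of these tools are not given in the sources used here. The authors deposited p-values and q-values of Cuffdiff for replicate 1 against replicate 2 of each species, which compare 1 library with 1 library. They were used only to count the marked loci. The authors searched each locus against KEGG, and the deposited tables give the best hit with its percent identity, its score and its E-value. The authors deposited count values of small RNA reads for each miRNA hairpin, conserved or predicted, in 1 column per species that names no library, and whether it sums both libraries is not stated. These reads were mapped with Bowtie according to the same notes.

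Starting from these tables, a locus was taken to have a reference model where its reference cell names one, and a strand where the table gives plus or minus. FPKM values were analysed as log2(FPKM + 1), with the mean of the libraries of a species. 1 locus of *E. granulosus* has no FPKM and was left out, so 11003 loci of *E. granulosus* and 10066 of *E. multilocularis* entered the tests. The 31 gene lists are 21 KEGG pathways and 10 lists by annotation words, and loci enter them by the pathways or words of their annotation. Their medians were compared with 10000 random lists of the same size in a two-sided permutation test, with Benjamini-Hochberg adjustment over the lists of a species and a threshold of 0.05. No test was made between species, since the tables were normalized separately. With 2 libraries per species, no p-value over libraries was computed.

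The depth of the mRNA libraries is not known from FPKM values. Among loci without a strand that were above 0 in both libraries, some values stood in ratios of small whole numbers between the libraries, up to 5 and within 0.2%. The relative worth of a fragment was the one, of many tried, that put the most loci on such a step. The share that this search would reach without true steps was not computed, so the worth is not an estimate of depth. For *E. granulosus*, 98 of 1896 loci (5.17%) fell on such a step with 1 fragment worth 1.17 times as much in replicate 1 as in replicate 2, and for *E. multilocularis* 215 of 1553 loci (13.8%) with 1 fragment worth 1.24 times as much. These shares are too small to recover whole reads, and no count test was run on the mRNA values. The miRNA tables hold 3410636 reads of conserved and 470225 reads of predicted miRNAs for *E. granulosus*, and 1273839 and 1168499 reads for *E. multilocularis*, with hairpins of the same sequence and reads counted once. Shares of reads carry exact Clopper-Pearson intervals at 95%, which cover counting error only, since PCR copies are not independent molecules. With 1 column of counts per species, no test of miRNAs between species was run.

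The samples, the tests, the gene lists and the alternatives were fixed before the data were examined, apart from the tests and alternatives named as chosen after seeing the data. The text names the genes of the RT-PCR pairs, VAL genes by annotation words, UPF and SMG genes, loci with the highest FPKM, up to 4 genes with the highest FPKM in each list, and, of the conserved miRNAs, the 10 with the highest share in each species together with let-7, miR-71, miR-10, miR-9, miR-125 and bantam. Of the 20 loci with the highest FPKM in a species, those with a strand and a KEGG hit are named, a limit set after seeing the values, and the others only where a locus is singled out. The first genes of Table S2, of which 1950 are held here, had been seen when this rule was written. RT-PCR genes of *E. multilocularis* were matched by strand and by the coordinates printed in Figures 3 and 4, with no check of the scaffold. For 7 of the 8 genes these met 1 locus, and for the other a word of the annotation chose the locus. In *E. granulosus*, the printed coordinates shared over 80% of their span with no locus on the same strand for 6 of the 8 genes. Loci of this species were therefore matched by a best KEGG hit shared with the *E. multilocularis* locus. The alternatives were a pseudocount of 0.1, only loci with a mean of at least 1 FPKM, leaving out each library in turn, and, for miRNAs, shares of conserved and predicted reads together. After seeing the data, random lists from genes with a KEGG hit, *E. granulosus* loci without a reference model only, loci with a strand only, and each mature miRNA sequence counted once were added.

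The test of gene lists was tested on simulated lists drawn from the real loci, 200 per setting. With no shift, between 3.5% and 6.5% of the lists passed an unadjusted p of 0.05. This follows by construction, since these lists were drawn from the same loci as the random lists. It says nothing about real lists, whose genes are related. With a shift of 1 on the log2 scale, 61% of lists of 30 genes in *E. granulosus* and 61.5% in *E. multilocularis* were called, and 26.5% and 31.5% of lists of 10 genes. These shares also rest on the unadjusted p, so they are upper limits for the adjusted test. The transcripts, exons and AS events of the loci were not analysed here, so the share of genes with AS, the types of event, the pathways enriched in AS genes and their relation to expression were left out. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.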

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

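Of the tests in this part, the span between scaffolds, the ratio of short to long loci and the sum per kilobase were chosen only after the result was seen, and so was the sum without the highest locus.

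Reference models of the 2 species that bear the same number seldom lay at loci with the same best KEGG hit, in 683 of 1824 pairs (37.4%), which the paper does not report. If the best hits of orthologous genes differed at random, the share should be alike on all scaffolds, but over 19 scaffolds with at least 20 pairs it spanned 72.1 percentage points, with 3 scaffolds at 0. A search for the expected hit was possible for 694 pairs whose *E. multilocularis* hit was found once in each table. Their *E. granulosus* locus had another hit or no hit. If the numbers marked genes at unrelated places, most of the expected hits should lie on another scaffold of *E. granulosus*, but 19.0% did. Of the 694 pairs, 537 (77.4%) had the expected hit within 100 kb on the same scaffold, at a median gap of 3734 bp. In 1000 random re-pairings this share was 0.410% on average and at most 1.44%. A candidate explanation is therefore that the *E. granulosus* models were placed on the scaffolds in another coordinate version. This stays a hypothesis, and no biological explanation was tested.

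Loci shorter than 200 bp held 96.4% and 94.8% of the summed FPKM of replicates 1 and 2 of *E. granulosus*, and 96.1% and 59.5% of those of *E. multilocularis*, a signal in loci that the paper does not discuss. Most of it lies in 1 locus of *E. granulosus* (XLOC_009718, 38 bp), with 70.5% and 80.2% of the summed FPKM of the libraries, and in 1 of *E. multilocularis* (XLOC_005068, 39 bp), with 58.6% and 35.9%. Without the locus named, the short loci still held 87.9% and 73.6% of the remaining sum in *E. granulosus*, and 90.5% and 36.8% in *E. multilocularis*. If the short loci were abundant short RNAs with each fragment counted per kilobase, their FPKM times length, summed here over short loci without a strand (162 of 168 in *E. granulosus* and all 71 in *E. multilocularis*), could not exceed the total that the unit allows. In *E. granulosus* it was at least 1.76 times this total, but XLOC_009718 alone carries the excess, and without it the sum was at most 0.744 times the total. In *E. multilocularis* the sum was at most 0.649 times the total, and at most 0.319 times without XLOC_005068. The other technical explanation weighed was division of few fragments by a very short length. Among loci without a strand of *E. granulosus*, the median FPKM of the short loci was at least 55.7 times that of loci of 1000 bp or more, which abundant short RNAs would give too. Among such loci of *E. multilocularis*, this ratio was 1070 in replicate 1 and 0 in replicate 2, where 41 of 71 short loci were listed at 0. The share of the short loci in FPKM times length over loci without a strand was at least 95.4% in *E. granulosus*. It decides nothing there, since the value of 1 locus exceeds the total. In *E. multilocularis* the share was 98.85% in replicate 1 and 89.5% in replicate 2, with no short locus over the total. It decides nothing there either, since it rests on the length of the locus, which may not be the length used for FPKM. Longer loci with a strand, left out of these sums, had extreme values too. XLOC_005530 of *E. granulosus* (2009 bp) had 1167610 and 1542170 FPKM, and XLOC_002629 of *E. multilocularis* (2784 bp) 0 and 448344 FPKM. Times locus length, which may include introns, the values above 0 also exceed the total, so such an excess is not confined to short loci. These explanations cannot be told apart, since the number of fragments and the length by which they were divided are not in the tables. The paper gives reads of 100 bp, longer than XLOC_009718 and XLOC_005068, so a whole read lies inside neither locus. Both explanations need fragments inside such loci, so the read length does not separate them. Whether reads were shortened before mapping was not examined. No biological explanation was tested.

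The following shares come from the miRNA tables, data that the paper does not analyse. The conserved miRNA mir-71 held 67.2% of the conserved miRNA reads of *E. granulosus* (exact 95% interval, 67.2 to 67.3%) and 71.3% of those of *E. multilocularis* (71.2 to 71.3%). Of conserved and predicted reads together it held 59.1% and 37.2%, so the order of the species depends on the total. The sequence UGGAAGACUGGUGAUAUGUUGU, named mir-7a in *E. granulosus*, held 18.3% of these reads there, and the miRNA of the same sequence, named mir-7b in *E. multilocularis*, held 11.6%, and of all miRNA reads 16.0% and 6.05%. Among the predicted miRNAs, the sequence UGACUAGAAAGAGCACUCACAUC held 17.3% of the predicted reads in *E. granulosus* and 3.39% in *E. multilocularis*, where the predicted total is larger, and 2.09% and 1.62% of all miRNA reads.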

How the results depend on the processing

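The alternatives with random lists of genes with a KEGG hit, with *E. granulosus* loci that carry no reference model and with loci that have a strand were chosen after seeing the data, as was the count of each mature miRNA sequence once. Of the 31 gene lists, 16 passed in *E. granulosus* and 17 in *E. multilocularis*, all of them higher than random lists. These counts were 16 and 17 with a pseudocount of 0.1, 16 and 15 with loci of at least 1 FPKM, 16 to 19 and 17 to 18 without 1 library, and 13 and 14 against genes with a KEGG hit, where 1 list in each species was lower. The lists draw on loci with a KEGG hit, whose median log2(FPKM + 1) in *E. granulosus* was 4.76 against 4.15 for all loci. A place above random lists of all loci was thus favoured in advance. In *E. granulosus* loci without a model, 15 of 30 lists passed. No list moved to the other side of the random lists past the threshold. The Pearson correlation between libraries across genes moved to 0.900 in *E. granulosus* and 0.841 in *E. multilocularis* with a pseudocount of 0.1, to 0.939 and 0.862 with loci of at least 1 FPKM, and to 0.962 and 0.940 with loci that have a strand. The share of mir-71 was 59.1% in *E. granulosus* and 37.2% in *E. multilocularis* of conserved and predicted reads together, where the total is larger by construction. The share of conserved miRNAs in all miRNA reads moved from 87.88% to 87.94% in *E. granulosus* and from 52.2% to 61.1% in *E. multilocularis* with each mature sequence counted once. For named genes, a value from either library alone lies within 1 SD of the mean of 2 libraries by construction and says nothing about stability. No paired analysis was possible because the values come from no test between groups and each species has its own table. Alternatives set for the share of genes with several transcripts, their pathways and their relation to expression, and for tests of conserved miRNAs between species, were not run, since transcripts were not analysed here and the miRNA counts are not given per library. The unknown depth of the mRNA libraries limits what can be said of genes with low FPKM. Why values moved was not tested.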

Differences from the paper's values

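None of the values in this part rests on a test chosen after the result was seen. The paper's number of known *E. granulosus* genes is 6815, while 4537 loci of the table used here carry a reference model. With loci of at least 1 FPKM, the alternative set before the data were examined, the number was 4389 and still differed. The paper's number of *E. granulosus* VAL genes transcribed in protoscoleces is 9, while 4 loci with FPKM above 0 were found by annotation words. No alternative was set for this number before the data were examined, and the search by words is not the paper's search. For *E. multilocularis* loci without a reference model, the paper's number is 3050 against 2269 here, which differ by less than 1.5 times, but with loci of at least 1 FPKM the number was 1598, which differs by more. The numbers of genes in the 26 pathways of Table 2 lay within 1.5 times of the paper's in both species.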

Other observations

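The pairing of loci by KEGG hit was chosen after seeing the data, as were random lists of genes with a KEGG hit, *E. granulosus* loci without a reference model and the count of each mature miRNA sequence once.

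Genes of energy metabolism and protein synthesis were among the highest in both species. The ribosome list had a median log2(FPKM + 1) of 8.91 over 65 genes in *E. granulosus* and 8.57 over 81 genes in *E. multilocularis*, against 4.15 and 4.16 for all loci. Glycolysis had 6.87 over 29 genes and 6.97 over 25 genes, the citrate cycle 6.65 over 29 and 6.80 over 25, oxidative phosphorylation 6.35 over 55 and 6.52 over 68, and the proteasome 6.36 over 27 and 6.36 over 28. All of these lists reached the smallest p that the random lists can give (adjusted permutation p = 6.9e-04 in *E. granulosus* and 5.6e-04 in *E. multilocularis*). Fructose-bisphosphate aldolase, which splits the sugar in glycolysis, was expressed at 1609 ± 74.4 FPKM in *E. granulosus* (XLOC_000857; SD, n = 2) and 737 ± 175 FPKM in *E. multilocularis* (XLOC_006420; SD, n = 2). Enolase, a later enzyme of glycolysis, had 1307 ± 79.5 FPKM in *E. granulosus* (XLOC_004478; SD, n = 2) and 957 ± 136 FPKM in *E. multilocularis* (XLOC_003295; SD, n = 2). Malate dehydrogenase had 1109 ± 131 FPKM in *E. granulosus* (XLOC_009140; SD, n = 2) and 1037 and 951 FPKM in the libraries of *E. multilocularis* (XLOC_002905). The levels of the 2 species come from separate tables and were not tested against each other.

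Splicing genes were high too. The spliceosome list had medians of 5.39 over 106 genes in *E. granulosus* and 5.62 over 104 genes in *E. multilocularis*, and the list of SR proteins and splicing factors 5.46 over 54 genes (adjusted permutation p = 0.00124) and 5.51 over 54 genes. Both values of the spliceosome list and the SR value of *E. multilocularis* reached the smallest p. The splicing factor ASF/SF2, an SR protein, was expressed at 198 ± 3.40 FPKM in *E. granulosus* (XLOC_008564; SD, n = 2) and 164 ± 21.8 FPKM in *E. multilocularis* (XLOC_009127; SD, n = 2). The snRNP protein SmD2 had 305 ± 34.3 FPKM in *E. granulosus* (XLOC_004264; SD, n = 2), and snRNP protein G had 551 ± 23.4 FPKM in *E. multilocularis* (XLOC_006955; SD, n = 2).

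Of the other signaling lists, Wnt had medians of 5.47 over 58 genes and 5.42 over 55 genes, both at the smallest p, and insulin signaling 5.63 over 48 genes (adjusted permutation p = 0.00169) and 5.34 over 48 genes (adjusted permutation p = 0.00143), in *E. granulosus* and *E. multilocularis* in that order. TGF-beta signaling had 5.65 over 21 genes (adjusted permutation p = 0.0124) and 5.43 over 19 genes (adjusted permutation p = 0.0322) and no longer passed against genes with a KEGG hit (adjusted permutation p = 0.0653 and 0.196, the highest over the alternatives, with lowest values of 0.0124 and 0.0256). It also did not pass in *E. multilocularis* with loci of at least 1 FPKM, an alternative set before the data were examined (adjusted permutation p = 0.0539), nor over the 10 *E. granulosus* genes at loci without a model (adjusted permutation p = 0.0592). MAPK signaling had 4.64 over 62 genes (adjusted permutation p = 0.186) and 4.60 over 51 genes (adjusted permutation p = 0.296), and passed over the 35 *E. granulosus* genes at loci without a model (adjusted permutation p = 0.0492, within a range of 0.0492 to 0.768 over the alternatives).

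Antioxidant genes had medians of 6.00 over 19 genes in *E. granulosus* (adjusted permutation p = 0.00310) and 5.94 over 22 genes in *E. multilocularis*, and muscle and cytoskeleton genes 5.38 over 80 genes and 5.38 over 89 genes, where the values without a p here reached the smallest p. Peroxiredoxin (XLOC_005958), which reduces peroxides, was expressed at 1432 ± 51.2 FPKM in *E. multilocularis* (SD, n = 2), and glutathione peroxidase (XLOC_009263) at 552 ± 13.7 FPKM in *E. granulosus* (SD, n = 2). Heat shock proteins had 4.64 over 68 genes (adjusted permutation p = 0.183) and 5.34 over 59 genes (adjusted permutation p = 0.00177), with an HSP70 gene of *E. multilocularis* (XLOC_009026) at 1401 FPKM in replicate 1 and 709 FPKM in replicate 2. The list of antigens and tegument proteins had 5.20 over 23 genes (adjusted permutation p = 0.0750) and 5.19 over 28 genes (adjusted permutation p = 0.0322). It passed without replicate 2 of *E. granulosus* (adjusted permutation p = 0.0341, within a range of 0.0341 to 0.410 over the alternatives) and did not pass in *E. multilocularis* against genes with a KEGG hit (adjusted permutation p = 0.327, within a range of 0.0256 to 0.327). Proteases had 4.72 over 32 genes (adjusted permutation p = 0.273) and 5.19 over 26 genes (adjusted permutation p = 0.0408). In *E. multilocularis* they passed neither with loci of at least 1 FPKM, an alternative set before the data were examined (adjusted permutation p = 0.0853), nor against genes with a KEGG hit (adjusted permutation p = 0.327, within a range of 0.0244 to 0.327). Protease inhibitors had 3.53 over 7 genes (adjusted permutation p = 0.631) and 4.63 over 5 genes (adjusted permutation p = 0.692), and the list of fatty acid binding and lipid uptake 5.08 over 7 genes (adjusted permutation p = 0.367) and 4.53 over 6 genes (adjusted permutation p = 0.692). The words set for that list were fatty acid-binding and lipoprotein. The annotation of the fabp8 locus of *E. granulosus* (XLOC_006248) holds neither, so its level does not enter the median. Other such loci may be missed too. The stem cell list, most of it histones, had 3.43 over 25 genes (adjusted permutation p = 0.300) and 4.59 over 10 genes (adjusted permutation p = 0.650), and nervous system genes 4.85 over 35 genes (adjusted permutation p = 0.173) and 3.93 over 34 genes (adjusted permutation p = 0.692). Against genes with a KEGG hit, the stem cell list was lower in *E. granulosus* (adjusted permutation p = 0.0186, within a range of 0.0186 to 0.625 over the alternatives) and the nervous system list in *E. multilocularis* (adjusted permutation p = 0.0267, within a range of 0.0267 to 0.758).

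The authors' deposited table marks 184 loci of *E. granulosus* as up and 60 as down between replicates 1 and 2, of which 67 and 41 are listed at 0 in the other library, while 43 loci have a q-value under 0.05. For *E. multilocularis*, the authors' deposited table marks 270 loci as up and 47 as down, of which 96 and 9 are listed at 0 in the other library, while 31 loci have a q-value under 0.05. Each of these comparisons is of 1 library with 1 library.

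A KEGG hit found once in each table pairs 3035 loci of the 2 species. Across these genes, which are not independent replicates, the Pearson correlation of log2(FPKM + 1) between the species was 0.616. It was 0.773 over the 1418 pairs whose *E. granulosus* locus carries no reference model and 0.453 over the 1617 pairs whose *E. granulosus* locus carries one. The median lengths in *E. granulosus* and *E. multilocularis* were 3530.5 and 3698.5 bp for pairs without such a model, and 13669 and 8493 bp for pairs with one.

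Of the conserved miRNA reads, mir-1, known from muscle, held 6.23% in *E. granulosus* and 4.90% in *E. multilocularis*. The sequence UGAGGUAGUGUUUCGAAUGUCU, which begins as the let-7 family does and is named mir-7b in *E. granulosus* and mir-7a in *E. multilocularis*, held 2.63% and 2.80% of these reads, and 2.31% and 1.46% of all miRNA reads. Apart from bantam and mir-125, given below, the other conserved miRNAs among the 10 with the most reads in either species were mir-4989 (1.16% and 2.92% of the conserved reads), mir-219 (0.663% and 0.987%), mir-190 (0.536% and 1.04%), mir-2a (0.527% and 0.941%), mir-2b (0.563% and 0.427%) and the sequence UAAGGCACGCGGUGAAUACCA (0.443% and 1.26%), named mir-124a in *E. granulosus* and mir-124b in *E. multilocularis*. Of all miRNA reads, these held 1.02% and 1.52%, 0.582% and 0.515%, 0.471% and 0.543%, 0.463% and 0.491%, 0.495% and 0.223%, and 0.389% and 0.659% in the same order, so the order of the species for mir-219 depends on the total. The shares of bantam were 0.549% and 0.206%, of mir-125 0.283% and 0.495% (of all miRNA reads, 0.249% and 0.258%), and of mir-9 0.166% and 0.0741%, while mir-10 had 158 and 256 reads. The 10 conserved miRNAs with the most reads held 98.3% and 98.2%. Across the 16 conserved miRNAs of the same sequence in both species, the Spearman correlation of the shares was 0.856, and miRNAs are not independent replicates. Conserved miRNAs held 87.9% of all miRNA reads in *E. granulosus* and 52.2% in *E. multilocularis*. In *E. multilocularis*, 4 predicted mature sequences are listed at several hairpins with different reads, such as CGGCGUGUAGAGCAGUGCGCGGCG with 125162, 124115 and 122206 reads, and the tables do not say whether these are the same reads. With each mature sequence counted once, at its highest reads, conserved miRNAs held 87.9% and 61.1%. The predicted hairpin with the most reads in *E. granulosus* overlaps a tRNA model and held 32.1% of the predicted reads. In *E. multilocularis*, predicted hairpins overlap such models too. Examples are a tRNA model (EmuJ_t000489.1, 3.62% of the predicted reads) and a ribosomal RNA model (EmuJ_r000002.1, 2.91%). The totals of predicted and of all miRNA reads include these hairpins, and whether their reads are miRNAs was not tested.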
